A study of Mus musculus with 12 samples. Its data were reported in "Phosphoinositide 3-Kinase p110 Delta Differentially Restrains and Directs Naïve Versus Effector CD8+ T Cell Transcriptional Programs" (2021).

How the data were processed

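Messenger RNA was measured by paired-end RNA sequencing in 12 cultures of mouse cytotoxic T lymphocytes (CTL) carrying the P14 T cell receptor, which recognises the gp33 peptide. The labels place 3 cultures in each of 4 groups: unstimulated CTL, CTL stimulated with the peptide (TCR), CTL stimulated together with IC87114, an inhibitor of PI3K p110δ, and CTL stimulated together with PD184252, an inhibitor of MEK1/2. Peptide was given at 100 ng per mL for 4 h, IC87114 at 10 µM and PD184252 at 2 µM, in medium with interleukin 2 at 20 ng per mL. Replicates are numbered 1 to 3 in every group.

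The deposited table held FPKM (fragment counts divided by exon length and by library size) that the authors computed for 11022 genes. The authors aligned reads to the mouse genome with STAR, counted them per RefSeq gene with subread, removed genes with low counts with filterByExpr, and scaled the counts by TMM in edgeR. For FPKM the authors then used the edgeR RPKM function on the TMM-normalised counts with the summed non-overlapping exon length of each gene, and replicates were not pooled. Differential expression in the study came from limma-voom on the counts, which were not used here. Whether counting used the strand is not stated. The columns were assigned to samples by their headers, and value columns that could not be assigned numbered 0.

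The comparisons used log2(FPKM + 0.1) of all 11022 genes, which was chosen before the data were examined, as were the tests, thresholds, gene lists, the rule for naming genes and all alternatives except those stated below. A linear model with 1 mean per group was fitted to all 12 samples with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, eBayes with an intensity trend), without a term for replicate number. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 together with more than a 2-fold change. Adding 0.1 shrinks the fold change of genes at low FPKM, so their change is understated. The 4 contrasts were TCR against unstimulated, each inhibitor group against TCR, and the MEK inhibitor group against the PI3K inhibitor group. The last of these equals the difference between the inhibitor effects, because both are taken against the same TCR samples.

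Gene sets were tested with the mroast function of limma (mean statistic, 9999 rotations, two-sided, fixed seed), for 5 sets and 3 contrasts, and p-values were adjusted over these 15 tests. The sets were cytokine, growth factor and chemokine genes (119 listed, 55 of them in the table), 50 cell cycle genes, 20 glycolysis genes, 6 targets of the transcription factor FOXO1, and 18 genes that respond to ERK signalling or feed back on it. Genes named in the report are the 5 with the largest rise and the 5 with the largest fall per contrast among called genes that moved the same way in all 3 same-numbered pairs of cultures and had a mean FPKM of at least 1 in a compared group, together with genes that the study discussed. Of the 11022 names, 10337 were matched to GENCODE M21 through their Entrez gene, 2 by symbol and 635 by synonym, and 48 were not matched. Positions are on GRCm38 (mm10). For each named gene the share of the 100-base stretches of its transcripts that also occur in transcripts of another gene was computed, along with exon overlaps.

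Total reads per sample are not in the table, so depth was estimated from the steps between low FPKM values and GENCODE exon lengths, which 10931 genes had and 91 lacked. The estimate gave an effective, TMM-scaled depth of 7900000 to 13080000 reads per sample (bootstrap SD up to 148000 reads) and 122800000 reads in all. The values did not resolve into whole reads: between 39.7% and 56.5% of the 212 to 266 low values used per sample lay within 0.15 of a whole read. By chance 30% would, for a depth not fitted to these values. Depth was chosen to fit them, so fitting alone tends to give more than 30%. At these depths 3 reads in a gene with 1 kb of exon correspond to an FPKM of 0.229 to 0.38, taken as the floor. Where every sample of a group lay at or under 3 approximate reads, a fold change is given as a lower bound against that floor. Floors and read intervals cover counting error only.

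Same-numbered cultures were paired by the replicate number in their labels. The cells came from 3 mice, but whether equal numbers stand for the same mouse is not stated, so replicate number entered an alternative model as a block. Alternatives to the comparisons were pseudocounts of 1 and 0.01, a filter at a mean FPKM of 1, rescaling of each sample to a common FPKM sum (the TPM scale), quantile normalisation, the replicate block, a fit of the compared groups alone, a fit without the trend, no fold-change threshold, limma treat against a 2-fold change, and leaving out each replicate in turn. A voom fit to approximate, non-integer reads was added after the data had been seen. The procedure was tested on simulated data with 200 changed genes among 11022. It recovered 100% of them at a dispersion of 0.01 and 99% at 0.05, with 3 false calls each time, and 0 calls in a contrast without change. The planted changes were all well above 2-fold and in genes with a mean FPKM above 1, and the groups were otherwise equal. Recovery near the 2-fold threshold, at low FPKM or under a shift in scaling was therefore not tested. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 were used for reading, depth, annotation and plots. Proteomic and other measurements of the study were left out, since only the RNA sequencing table was analysed here.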

Results

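The data describe messenger RNA in P14 CTL, which are mouse CD8 T cells expanded in culture that share 1 transgenic T cell receptor (TCR). There were 4 groups of 3 cultures: unstimulated, stimulated for 4 h with the gp33 peptide (TCR), and stimulated together with an inhibitor of the lipid kinase PI3K p110δ (IC87114, PI3Kdi in the plots) or of the kinases MEK1/2, which activate ERK1/2 (PD184252, MEKi in the plots). Values are FPKM of 11022 genes scaled by the authors with TMM, and are given as mean ± SD with n = 3 cultures per group. The estimated effective depth per sample was lowest in replicate 1 with the MEK inhibitor (7900000 reads) and highest in unstimulated replicate 3 (13080000 reads). Between 2 and 73 genes per sample were listed at 0. Across genes, log2(FPKM + 0.1) correlated between replicates of a group with r from 0.992 to 0.995, where genes are not independent replicates. The first principal component held 77% of the variance and the second 9.5%, and on both the cultures lay together by group. The sum of FPKM over all genes was 480159 ± 13795 in unstimulated cells, 639396 ± 24340 after TCR stimulation, 563393 ± 19579 with the PI3K inhibitor and 533000 ± 7765 with the MEK inhibitor.

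The first comparison asked which mRNAs change when CTL meet their antigen. TCR stimulation raised 978 genes and lowered 1224, together 2202 or 19.98% of the 11022 genes, while 7559 genes had an adjusted p under 0.05 whatever the size of their change. With replicate number as a block there were 2206 genes, 980 higher and 1226 lower. Deviations of same-numbered cultures from their group means correlated at 0.087 across 9899 genes, against -0.04 for cultures with different numbers, a value that centring ties to the former. The count moved most without a fold-change threshold, to 7559, and next most with a 2-fold threshold built into the test (limma treat), to 1174. The deposited scaling put the median gene at a log2 change of -0.01. Rescaling every sample to a common FPKM sum put the median of all genes at -0.42 for this comparison, and at 0.20, 0.27 and 0.07 for the PI3K inhibitor against TCR, the MEK inhibitor against TCR and the MEK against the PI3K inhibitor. On that TPM scale, 664 genes were higher and 2330 lower after TCR stimulation, so that 22.2% of called genes rose, against 44.4% with the deposited scaling. After quantile normalisation the split was 921 higher and 1216 lower.

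**Figure D1:**
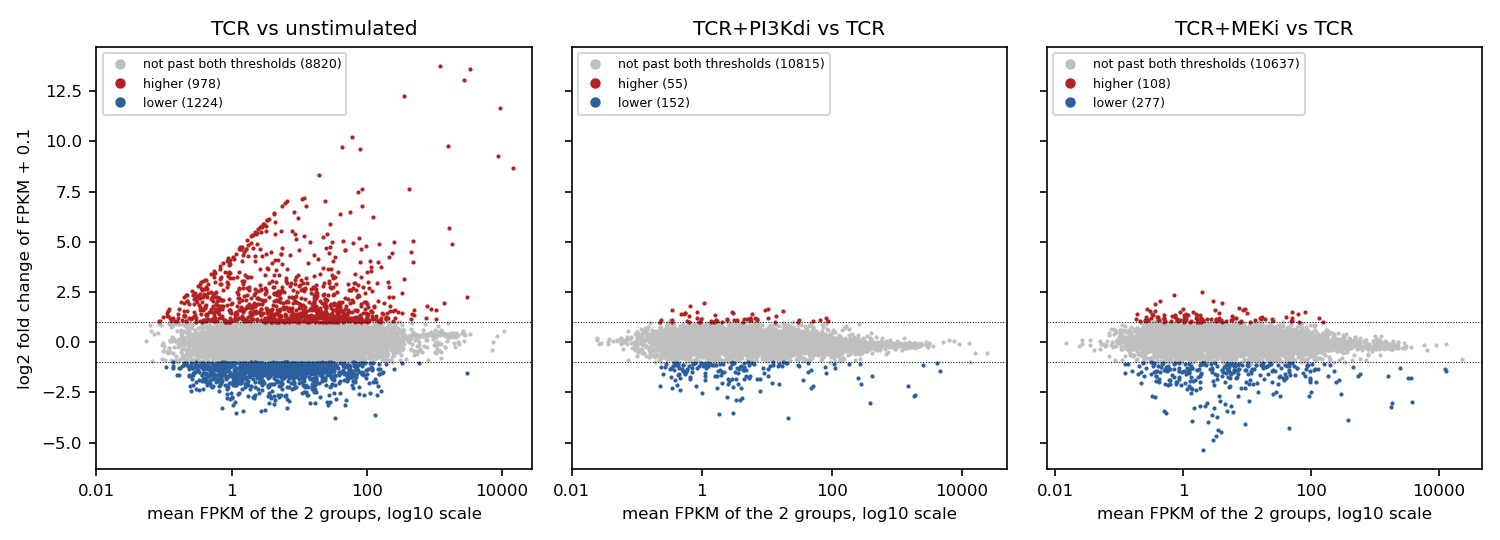
Log2 fold change of each of the 11022 genes (vertical axis) against its mean FPKM in the compared groups (horizontal log axis), in 1 panel per comparison, with genes past both thresholds in colour. TCR stimulation raised 978 genes and lowered 1224, the PI3K inhibitor raised 55 and lowered 152 against TCR alone, and the MEK inhibitor raised 108 and lowered 277.

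The largest rises were in cytokine and chemokine genes. Il3 (Entrez gene 16187, chromosome 11, 54265085 to 54267279) was at 0.0933 ± 0.0902 FPKM in unstimulated cells, where every culture lay at or under 3 reads, and at 2464 ± 343 FPKM after stimulation, at least 5380-fold higher (log2 fold change 13.75, SE 0.26, adjusted p = 2.70e-15). Xcl1 (Entrez gene 16963, chromosome 1, 164931644 to 164935522) rose from 0.490 ± 0.282 to 6663 ± 280.3 FPKM (log2 fold change 13.60, SE 0.27, adjusted p = 5.26e-15). Ccl1 (Entrez gene 20290, chromosome 11, 82176666 to 82179812) rose from 0.563 ± 0.168 to 5588 ± 604 FPKM, a log2 fold change of 13.07. Il2 (Entrez gene 16183, chromosome 3, 37120713 to 37125954) rose from 0.0633 ± 0.110 FPKM, again at or under 3 reads in every culture, to 705 ± 57.3 FPKM, at least 2800-fold. Of the 100-base stretches of Il2 transcripts, 8.4% also occur in transcripts of Ntan1. Ccl3 (Entrez gene 20302, chromosome 11, 83647843 to 83649378) rose from 5.76 ± 1.03 to 19074 ± 1467 FPKM. Among the genes that the study discussed, Ifng (Entrez gene 15978, chromosome 10, 118441046 to 118445894) rose 409-fold, from 72.4 ± 3.33 to 29597 ± 1379 FPKM (log2 fold change 8.67, SE 0.09, adjusted p = 2.33e-18), and 12.4% of its stretches are shared with the overlapping gene Gm49751. Tnf (Entrez gene 21926, chromosome 17, 35199367 to 35202007) rose from 63 ± 7.02 to 3252 ± 266 FPKM and Csf2 (Entrez gene 12981, chromosome 11, 54247270 to 54249899) from 3.62 ± 0.399 to 3205 ± 96.8 FPKM. Gzmb (Entrez gene 14939), which encodes the cytolytic protease granzyme B, rose from 8740.3 ± 632 to 13005 ± 504 FPKM, a log2 fold change of 0.58 that became -0.82 after quantile normalisation. Quantile normalisation sets each value by its rank in the culture, and Ifng, Ccl3 and Ccl4 passed Gzmb on stimulation. Prf1 (Entrez gene 18646), for perforin, rose from 655 ± 31.8 to 1471 ± 37.5 FPKM, and passed the 2-fold threshold with the deposited scaling but neither on the TPM scale nor after quantile normalisation.

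The largest falls after TCR stimulation were smaller in size. Iigp1 (Entrez gene 60440, chromosome 18, 60373616 to 60392634) fell from 64 ± 6.51 to 4.74 ± 1.45 FPKM (log2 fold change -3.76, SE 0.18, adjusted p = 1.12e-10) and Fgl2 (Entrez gene 14190, chromosome 5, 21372673 to 21378386) from 243 ± 11.1 to 19.8 ± 3.93 FPKM (log2 fold change -3.63, SE 0.12, adjusted p = 2.07e-12). The log2 fold changes of Gm4841, Nod1 and Crtac1 were -3.53, -3.43 and -3.42, and 4.1% of the stretches of Crtac1 are shared with an overlapping transcript on the other strand. Of the 50 cell cycle genes, 40 were called lower and the mean log2 change of the set was -1.33, or -1.74 on the TPM scale and -1.36 after quantile normalisation. Ccnd3, for cyclin D3, fell from 242 ± 17.8 to 38.5 ± 4.14 FPKM, E2f2 from 8.85 ± 0.130 to 1.23 ± 0.0200 FPKM, and Ccna2, which shares 10.1% of its stretches with Exosc9, from 78.6 ± 1.57 to 28.5 ± 0.260 FPKM. Several receptor genes rose: Ctla4 from 28.9 ± 7.33 to 184 ± 28.8 FPKM, Lag3 from 32 ± 1.92 to 254 ± 38.4, Pdcd1 from 18.2 ± 5.04 to 210.2 ± 14.6, Havcr2 from 107 ± 9.35 to 292 ± 12.8 and Cd28 from 25.1 ± 1.44 to 55.9 ± 3.57, the last of which did not reach a 2-fold change on the TPM scale (log2 fold change 0.74). Icos differed by less than the spread between replicates, at 50.5 ± 5.53 and 48.8 ± 2.72 FPKM (adjusted p = 0.707).

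**Figure D2:**
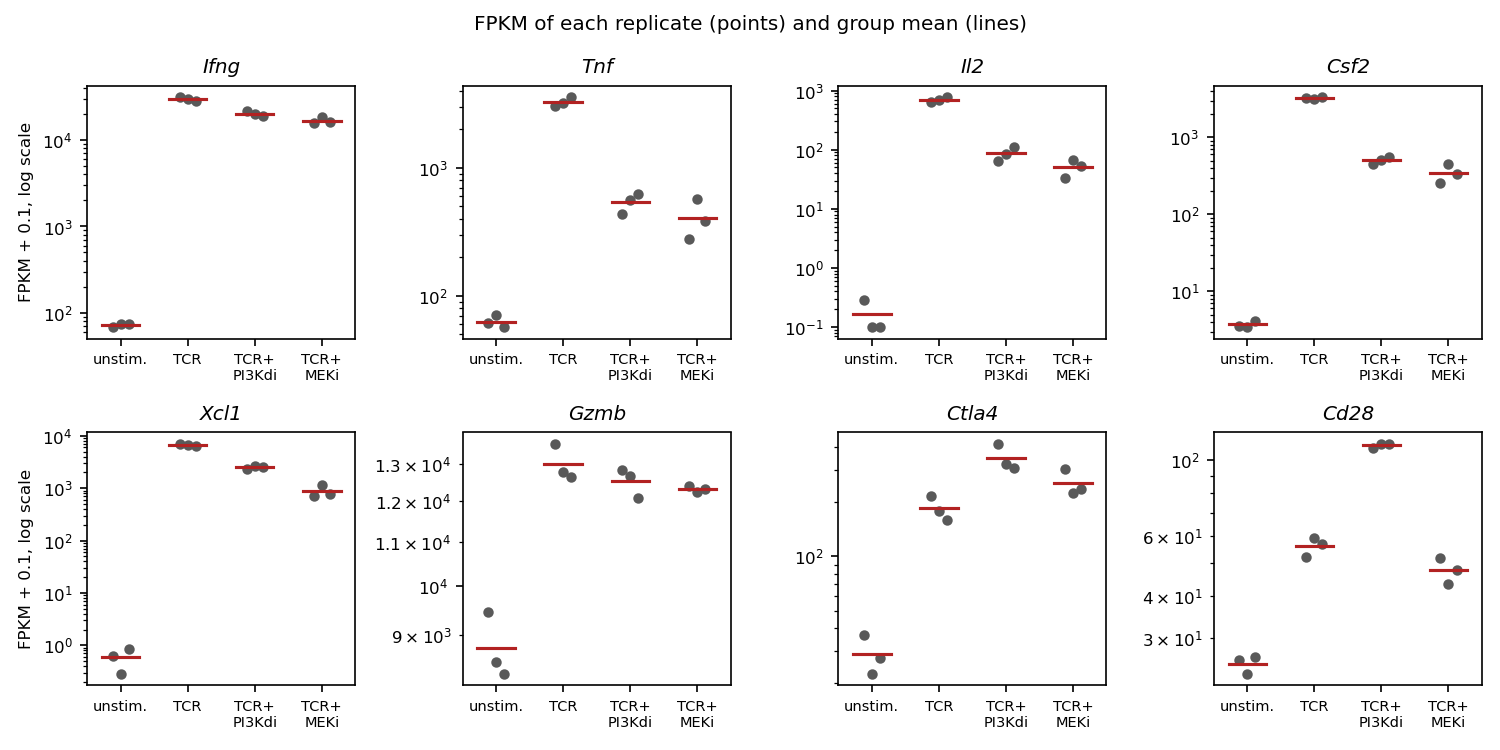
FPKM + 0.1 (vertical log axis) of Ifng, Tnf, Il2, Csf2, Xcl1, Gzmb, Ctla4 and Cd28 in the 4 groups, with 1 point per culture and a line at each group mean (n = 3). Il2 went from 0.0633 FPKM unstimulated to 705 after TCR stimulation, 87.2 with the PI3K inhibitor and 50.7 with the MEK inhibitor, while Gzmb lay between 12327 and 13005 FPKM in the stimulated groups.

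The second comparison asked which parts of the response depend on PI3K p110δ. Relative to TCR stimulation alone, the PI3K inhibitor raised 55 genes and lowered 152, together 207 or 1.88% of all genes, and 2818 genes had an adjusted p under 0.05. With the replicate block there were 209 genes, 57 higher and 152 lower, and same-numbered cultures deviated together with a correlation of 0.356. The treat test left 27 genes and a pseudocount of 1 left 90. Of the called genes, 26.6% were higher with the deposited scaling, 56.8% on the TPM scale (150 higher, 114 lower) and 25.3% after quantile normalisation.

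Cd70 (Entrez gene 21948, chromosome 17, 57145997 to 57149777), a gene for a costimulatory ligand, fell from 39.4 ± 1.76 to 2.82 ± 0.438 FPKM with the PI3K inhibitor (log2 fold change -3.77, SE 0.20, adjusted p = 3.40e-08). Il17f (Entrez gene 257630, chromosome 1, 20777146 to 20785274) fell from 3.39 ± 0.951 to 0.257 ± 0.227 FPKM (log2 fold change -3.57, SE 0.47, adjusted p = 8.66e-05) and Il27 (Entrez gene 246779, chromosome 7, 126589009 to 126595035) from 5.58 ± 1.13 to 0.413 ± 0.166 FPKM (log2 fold change -3.50, SE 0.55, adjusted p = 0.000340). Il2 fell from 705 to 87.2 ± 24.1 FPKM (log2 fold change -3.05, SE 0.34, adjusted p = 2.38e-05). Il1a (Entrez gene 16175, chromosome 2, 129299609 to 129310186), which shares 6.7% of its stretches with an overlapping gene on the other strand, fell from 6.73 ± 1.09 to 0.917 ± 0.545 FPKM. The largest rises were in Tbc1d4 (Entrez gene 210789, chromosome 14, 101442360 to 101609281), from 0.390 ± 0.0400 to 1.80 ± 0.214 FPKM (log2 fold change 1.95, SE 0.18, adjusted p = 4.30e-06), and Trp53inp1 (Entrez gene 60599, chromosome 4, 11156441 to 11174379), from 5.13 ± 1.06 to 16 ± 1.23 FPKM (log2 fold change 1.64, SE 0.13, adjusted p = 1.09e-06). Iigp1, Pyhin1 and Atp6v0d2 followed, with log2 fold changes of 1.59, 1.54 and 1.52, and 16.9% of the stretches of Pyhin1 also occur in Ifi214.

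Inhibition of PI3K lowered the cytokines unequally. Tnf fell to 539 ± 96.4 FPKM (log2 fold change -2.61, SE 0.19, adjusted p = 4.92e-07), Csf2 to 505 ± 54.6 FPKM (log2 fold change -2.67, SE 0.15, adjusted p = 3.40e-08) and Xcl1 to 2504 ± 142 FPKM (log2 fold change -1.41, SE 0.27, adjusted p = 0.00167). Il24, Lta and Cd40lg fell from 636, 395 and 112 FPKM to 198 ± 15.7, 114 ± 11.9 and 47.5 ± 2.47 FPKM. Il10 fell from 3545 to 1634 ± 130.2 FPKM, a log2 fold change of -1.12 that did not pass the threshold on the TPM scale or after quantile normalisation. Ifng fell to 20159 ± 1125 FPKM, 0.681 of its mean after TCR stimulation alone, which stayed inside the 2-fold threshold (log2 fold change -0.55, SE 0.09, adjusted p = 0.000372). Ccl3 (log2 fold change -0.51) and Ccl4 (-0.98) also stayed inside it. For Ccl4 this depended on single cultures. It passed the threshold without TCR replicate 2 (-1.01), without TCR replicate 3 (-1.03) and without PI3K inhibitor replicate 1 (-1.03). Gzmb was at 12541 ± 392 FPKM and lower in 3 of 3 same-numbered pairs, a difference that did not pass the threshold on adjusted p with or without the replicate block (log2 fold change -0.05, SE 0.09, adjusted p = 0.723 without it). It took the other sign on the TPM scale (0.13, adjusted p = 0.121) and after quantile normalisation (0.32, adjusted p = 0.0343). Ccl4 lay above Gzmb after TCR stimulation alone (17861 FPKM) and below it with the PI3K inhibitor (9011 FPKM). The quantile value of Gzmb therefore also reflects this change of rank. Prf1 fell to 1249 ± 25.5 FPKM, inside the 2-fold threshold and in 3 of 3 same-numbered pairs (log2 fold change -0.24, SE 0.06, adjusted p = 0.0116). Ctla4, Icos and Cd28 rose to 349 ± 60.4, 93.3 ± 6.88 and 111 ± 1.56 FPKM, with log2 fold changes of 0.92, 0.93 and 0.99 and adjusted p of 0.00125, 2.13e-05 and 3.71e-07. These 3 genes fell short of a 2-fold change with the deposited scaling and passed it on the TPM scale (1.10, 1.11 and 1.17) and after quantile normalisation (1.03, 1.02 and 1.08). Other receptor genes that the study discussed were not called: Slamf6 (-0.30), Lag3 (-0.07), Pdcd1 (-0.14), Havcr2 (0.07) and Tnfrsf9 (0.03) had adjusted p of 0.421, 0.675, 0.491, 0.509 and 0.745, and Lag3 and Pdcd1 took the other sign on the TPM scale and after quantile normalisation. These adjusted p come from the model without the replicate block. Among same-numbered pairs Lag3 and Pdcd1 were lower in 3 of 3 and Havcr2 was higher in 3 of 3. Slamf6 was lower and Tnfrsf9 higher in 2 of 3. The rises of Slamf6 and Lag3 that the paper reported came from CTL kept longer with the inhibitor. Those cells were not stimulated again through the TCR, and a lower fold-change threshold was used.

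The third comparison asked the same of MEK1/2. The MEK inhibitor raised 108 genes and lowered 277 relative to TCR stimulation alone, together 385 or 3.49% of all genes, and 4090 genes had an adjusted p under 0.05. With the replicate block there were 389 genes, 112 higher and 277 lower, with a correlation of 0.153 between deviations of same-numbered cultures. The treat test left 106 genes and a pseudocount of 1 left 201. Of the called genes, 28.1% were higher with the deposited scaling, 63.3% on the TPM scale (366 higher, 212 lower) and 26.8% after quantile normalisation. Stfa2 (Entrez gene 20862, chromosome 16, 36403946 to 36408363) fell from 4.01 ± 0.135 FPKM to a listed value of 0 in all 3 cultures, at least 4.97-fold lower, and Tm4sf19 (Entrez gene 277203, chromosome 16, 32400012 to 32409234) from 6.42 ± 1.39 to 0.153 ± 0.0569 FPKM, at least 21.3-fold lower (log2 fold change -4.69, SE 0.24, adjusted p = 3.93e-09). Il27 (-4.88), S100a3 (-4.46) and Il1a (-4.36) made up the rest of the 5 largest falls in log2 units. AI836003 (chromosome 15, 98167806 to 98170134), which the annotation calls Ccdc184, rose from 0.543 ± 0.271 to 3.41 ± 0.723 FPKM (log2 fold change 2.51, SE 0.29, adjusted p = 1.24e-05). Serpinc1 (Entrez gene 11905, chromosome 1, 160978583 to 161002543) rose from 0.173 ± 0.0764 to 1.26 ± 0.261 FPKM, though 32.2% of its stretches are shared with Zbtb37, which overlaps 2942 of its exon bases on the other strand. Klf2 (Entrez gene 16598, chromosome 8, 72319062 to 72321654) rose from 1.10 ± 0.269 to 4.81 ± 0.356 FPKM (log2 fold change 2.05, SE 0.21, adjusted p = 3.08e-06), Ccr4 by 1.95 and Asb2 by 1.72 in log2 units. Tnf, Csf2 and Xcl1 fell to 409 ± 147, 347 ± 97.1 and 874 ± 228 FPKM. Ifng fell to 16617 ± 1427 FPKM (log2 fold change -0.84, SE 0.09, adjusted p = 5.09e-06), inside the 2-fold threshold, while Ccl3 (-1.44) and Ccl4 (-1.31) passed it, though not after quantile normalisation (-0.81 and -0.32). Prf1 fell to 937 ± 59.2 FPKM (log2 fold change -0.65, SE 0.06, adjusted p = 1.84e-06), inside the threshold. Gzmb was at 12327 ± 87.1 FPKM (log2 fold change -0.08, adjusted p = 0.555). Among the receptor genes Icos (0.81, adjusted p = 3.06e-05) and Ctla4 (0.46) were higher. Slamf6 (-0.89), Lag3 (-0.84), Havcr2 (-0.40), Cd28 (-0.24), Tnfrsf9 (-0.17) and Pdcd1 (-0.04) were lower. All stayed inside the 2-fold threshold with the deposited scaling, and Icos passed it on the TPM scale (1.07). For Icos the inhibitors did not differ past the thresholds (-0.12, adjusted p = 0.409).

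The fourth comparison set the inhibitors against each other, which tests whether their effects differ. In it 153 genes were higher and 188 lower with the MEK inhibitor than with the PI3K inhibitor, together 341 or 3.09%. The block gave 349 genes, 159 higher and 190 lower, with a correlation of 0.144 between deviations of same-numbered cultures. The treat test left 64 genes, and on the TPM scale the called genes that were higher went from 44.9% to 54.0%. Il22 (Entrez gene 50929, chromosome 10, 118204584 to 118210047) was higher with the MEK inhibitor, at 11.7 ± 1.91 against 0.723 ± 0.153 FPKM (log2 fold change 3.85, SE 0.20, adjusted p = 1.30e-08), and 20.4% of its stretches also occur in Iltifb. AI836003 (3.67), 1810009J06Rik (3.33), Serpinc1 (3.03) and 4933425H06Rik (2.70) were also higher in log2 units, and 67.6% of the stretches of 1810009J06Rik occur in Gm2663. Egr1 (Entrez gene 13653, chromosome 18, 34861207 to 34864956), a transcription factor gene, was lower with the MEK inhibitor, at 4.47 ± 0.922 against 60.8 ± 5.32 FPKM (log2 fold change -3.75, SE 0.12, adjusted p = 1.36e-10). Slc27a6 (Entrez gene 225579, chromosome 18, 58556240 to 58612869) was at 0.520 ± 0.278 against 7.55 ± 0.983 FPKM (log2 fold change -3.70, SE 0.22, adjusted p = 2.34e-08), and Tm4sf19 (-3.84), S100a3 (-3.59) and Stfa2 (-3.27) were lower too. Against the read floor Tm4sf19 was at least 11.5-fold lower and Stfa2 at least 1.36-fold lower. The inhibitors differed past both thresholds for Xcl1 (log2 fold change -1.55, SE 0.27, adjusted p = 0.000607) and Cd28 (log2 fold change -1.23, SE 0.07, adjusted p = 1.96e-08), the latter at 47.4 ± 4.31 FPKM with the MEK inhibitor.

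The overlap of the effects was examined to ask whether mRNAs that depend on PI3K p110δ also depend on ERK1/2. Both inhibitors lowered 78 genes, 51.3% of the 152 lowered by the PI3K inhibitor and 28.2% of the 277 lowered by the MEK inhibitor, where 3.8 would be expected if the calls were independent. Both raised 5 genes, against 0.5 expected. Among the 978 genes induced by TCR, the PI3K inhibitor lowered 133 (13.6%), the MEK inhibitor lowered 233 (23.8%) and both lowered 75, against 31.7 expected. With a pseudocount of 1 the PI3K inhibitor lowered 72 TCR-induced genes and the MEK inhibitor 152. Among the 1224 genes reduced by TCR, 32 were higher with the PI3K inhibitor, 51 with the MEK inhibitor and 4 with both, against 1.3 expected. Both sets of calls use the same TCR cultures, so independence does not give the overlap expected without a common effect. The overlap counts were not corrected for this. The 83 shared calls were the same in number under the replicate block, fell to 13 with the treat test and were 47 with a pseudocount of 1. Of 74 genes lowered by the PI3K inhibitor and not by the MEK inhibitor, the difference between inhibitors was itself called for 34, besides 3 that the inhibitors moved in opposite directions. Of 199 genes lowered by the MEK inhibitor and not by the PI3K inhibitor it was called for 102. Across 9899 genes with a mean FPKM of at least 1 the effects correlated at r = 0.53. Because both effects are taken against the same TCR samples, r was also computed with separate TCR replicates for each effect, which gave a mean of 0.431. These are correlations across genes, which are not independent replicates.

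**Figure D3:**
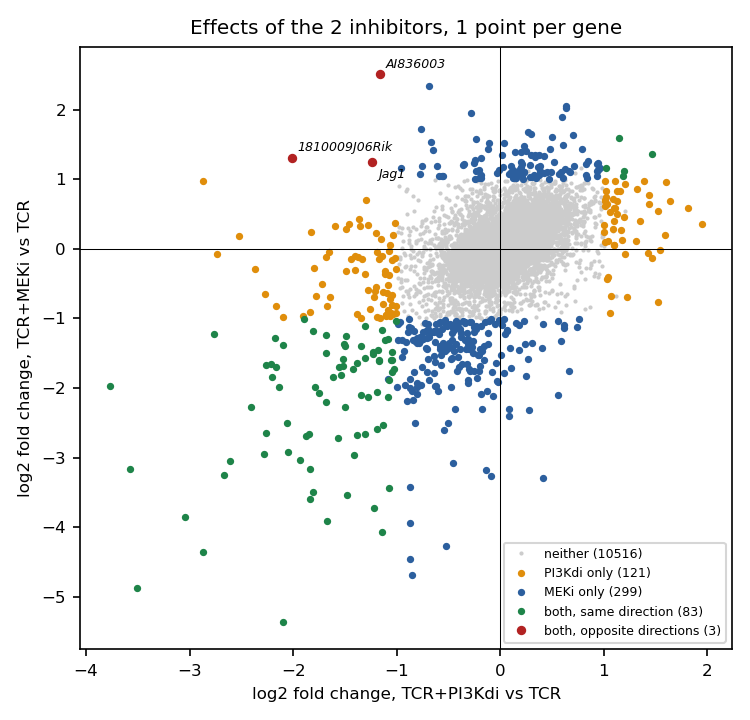
Log2 fold change with the MEK inhibitor (vertical axis) against that with the PI3K inhibitor (horizontal axis), both relative to TCR stimulation alone, with 1 point per gene coloured by the calls. Both inhibitors changed 83 genes in the same direction, and 3 genes (1810009J06Rik, AI836003 and Jag1) were lower with the PI3K inhibitor and higher with the MEK inhibitor.

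A list of cytokine, growth factor and chemokine genes was followed across the comparisons. Of its 55 genes in the table, TCR stimulation raised 42 and lowered 5. The PI3K inhibitor lowered 29 and raised 0, with 2 higher at an unadjusted p under 0.05, and the MEK inhibitor lowered 29 and raised 2. Adjustment over the list alone gave the same counts, and so did the replicate block. Of the 42 induced genes, 29 were lowered by the PI3K inhibitor, 28 by the MEK inhibitor, 22 by both and 7 by neither past both thresholds, while 39 had a log2 change below 0 with the PI3K inhibitor and 38 with the MEK inhibitor. The 7 genes, named after their values were seen, were Ifng, Csf1, Tnfsf4, Tnfsf10, Tnfsf11, Vegfa and Cxcl10, of which Ifng, Tnfsf11 and Vegfa fell with both inhibitors at an adjusted p under 0.05 by less than 2-fold. The mean log2 change of the list was 4.27 after TCR stimulation, -1.21 with the PI3K inhibitor and -1.23 with the MEK inhibitor. On the TPM scale these means were 4.11, -1.05 and -1.01, in the same directions.

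**Figure D4:**
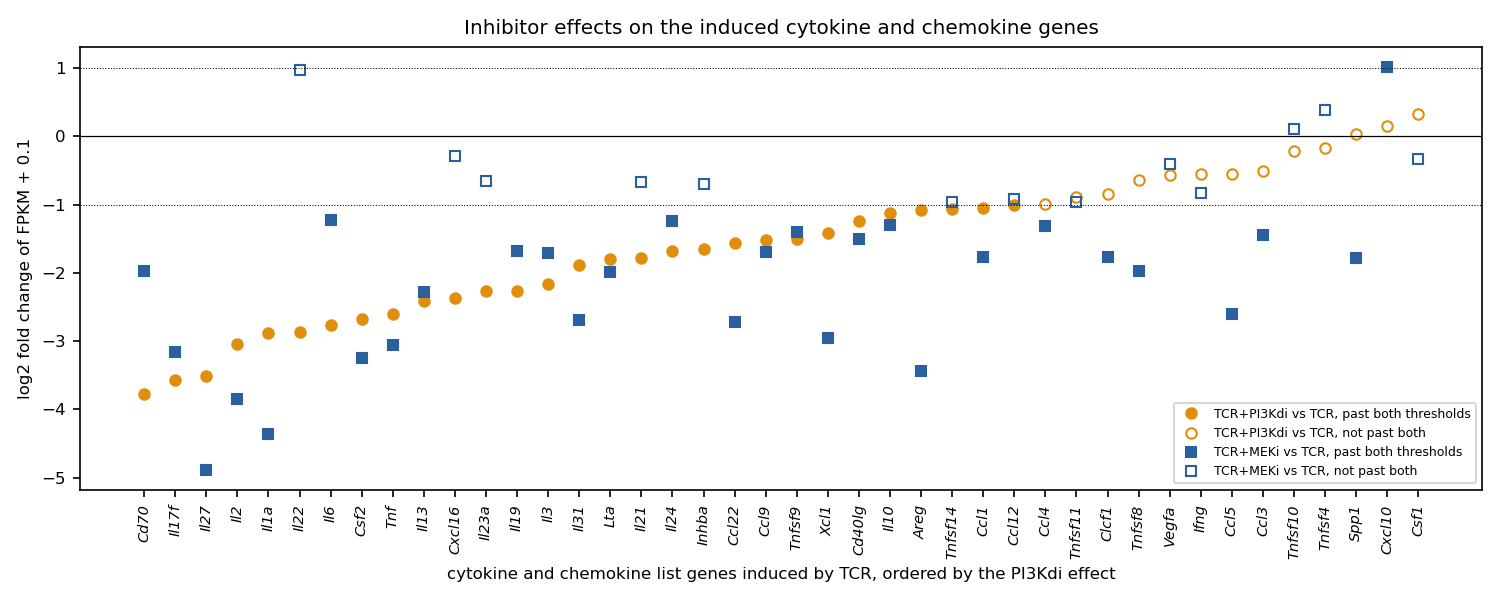
Log2 fold change relative to TCR stimulation alone (vertical axis) with each inhibitor for the 42 listed cytokine, growth factor and chemokine genes that TCR stimulation raised (horizontal axis), ordered by the effect of the PI3K inhibitor, with filled symbols past both thresholds. The PI3K inhibitor lowered 29 of them, the MEK inhibitor 28 and both 22.

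Set tests gave a p of 1e-04, the smallest that the rotations can give, for 9 of the 15 tests, and 0.000167 after adjustment. These were the cytokine list and the cell cycle genes in all 3 contrasts, the ERK genes after TCR stimulation and with the MEK inhibitor, and the FOXO1 targets with the MEK inhibitor. The mean log2 change of the 50 cell cycle genes was 0.30 with the PI3K inhibitor and 0.43 with the MEK inhibitor, with the same sign on the TPM scale (0.48 and 0.69) and after quantile normalisation (0.29 and 0.42). Single cell cycle genes rarely passed the thresholds: 0 with the PI3K inhibitor, where 36 were higher and 1 lower at an unadjusted p under 0.05, and 1 with the MEK inhibitor, where 45 were higher and 0 lower. The 18 ERK genes changed on average by 2.23 after TCR stimulation, -0.29 with the PI3K inhibitor (adjusted p = 0.00982) and -1.29 with the MEK inhibitor, and 11 of them were called lower with the MEK inhibitor. With the replicate block the adjusted p for the PI3K inhibitor was 0.00791, and on the TPM scale the change was -0.11 (adjusted p = 0.22). The 6 FOXO1 targets changed by -0.20 after TCR stimulation (adjusted p = 0.347), 0.54 with the PI3K inhibitor (adjusted p = 0.00045) and 0.70 with the MEK inhibitor. The sign after TCR stimulation was not stable, as it became 0.03 with a pseudocount of 1 and 0.23 among genes with a mean FPKM of at least 1. The 20 glycolysis genes changed by -0.01 after TCR stimulation, 0.01 with the PI3K inhibitor and 0.00 with the MEK inhibitor (adjusted p = 0.985, 0.345 and 0.484). With the replicate block these adjusted p were 0.909, 0.430 and 0.430. Their means followed the scaling, at -0.43, 0.19 and 0.26 on the TPM scale and -0.20, 0.10 and 0.11 after quantile normalisation. Single glycolysis genes moved both ways with the deposited scaling. At an unadjusted p under 0.05, 3 were higher and 6 lower with the PI3K inhibitor, and 3 higher and 5 lower with the MEK inhibitor.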

Values the study reported

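The study detected 11,022 mRNAs in P14 CTL. It reported that TCR triggering increased the expression of 1,039 of them and lowered that of 1,294, or just over 20% of the total. With the PI3K p110δ inhibitor it counted about 185 decreased and 78 increased mRNAs, and it put the sensitive share of the transcriptional programs that TCR triggering induces at less than 3%. The denominator of that share was not stated with it. A figure of the paper gives the impact of the inhibitor as a percentage of the whole transcriptome. The share therefore cannot be set against that of TCR-induced genes given above.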

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

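The tests of scaling and of single replicates in this part were chosen only after the result was seen. Groups of 3 cultures are too small for a test of outlying samples, so none was made. The genes below were named because the inhibitors moved them past both thresholds in opposite directions, and they were chosen after their values were seen, apart from those that the naming rule gives.

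Of the genes called with either inhibitor, 3 were lower with the PI3K inhibitor and higher with the MEK inhibitor than after TCR stimulation alone. All 3 had been raised by TCR stimulation. For 1810009J06Rik, FPKM was 3.37 ± 0.779 after TCR stimulation, 0.797 ± 0.348 with the PI3K inhibitor and 8.42 ± 1.28 with the MEK inhibitor (mean ± SD, n = 3). The effects differed by 3.33 in log2 units (adjusted p = 4.34e-07). For AI836003 the means were 0.543 ± 0.271, 0.173 ± 0.0451 and 3.41 ± 0.723 FPKM and the effects differed by 3.67 (adjusted p = 3.31e-07). For Jag1 (Entrez gene 16449, chromosome 2, 137081451 to 137116520) they were 0.403 ± 0.0907, 0.117 ± 0.0603 and 1.09 ± 0.0755 FPKM, with a difference of 2.49 (adjusted p = 3.76e-06). The log2 fold changes against TCR alone were -2.02, -1.16 and -1.24 with the PI3K inhibitor and 1.31, 2.51 and 1.25 with the MEK inhibitor.

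Between-sample scaling was tested by repeating the calls, and all 3 genes kept both opposite calls on the TPM scale and after quantile normalisation. Dependence on 1 replicate was tested in the 9 fits that each left out 1 culture of the 3 stimulated groups, and 2 of the 3 genes kept both calls in every fit, while AI836003 kept them in 8. With a pseudocount of 1 a single gene kept both calls, with 0.01 there were 2, and with voom on approximate reads 3. With 1 added, the means of Jag1 (0.403 FPKM after TCR stimulation and 0.117 with the PI3K inhibitor) differ by less than 2-fold. The same holds for AI836003 (0.543 and 0.173 FPKM), which leaves 1810009J06Rik as the gene that kept both calls. Counting noise was tested on approximate reads summed over 3 cultures, which were 22, 17 and 20 with the PI3K inhibitor and 196, 269 and 163 with the MEK inhibitor. The depth-scaled ratios were 10.7, 19 and 9.787, and the lowest of the lower 95% bounds (exact Clopper-Pearson) was 6.133, so counting error does not account for the difference between inhibitors. Shared reads were tested on transcript sequences: 67.6% of the 100-base stretches of 1810009J06Rik occur in Gm2663, and 0% of those of AI836003 and Jag1 occur in another gene. For 1810009J06Rik the pattern cannot be told apart from reads of Gm2663.

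The number of such genes was set against the 1.49 expected if the calls with each inhibitor were independent across genes (1.09 among the genes raised by TCR). The effects of the inhibitors were correlated across genes, so independence overstates the number expected, and the comparison does not settle whether 3 such genes are more than chance gives. A biological reading, in which PI3K p110δ raises and ERK1/2 restrains these mRNAs in stimulated CTL, remains a hypothesis for Jag1, since it was found and tested on the same data. For Jag1 the reading also depends on the pseudocount, since its opposite calls were lost with a pseudocount of 1. For AI836003, which lost them too, the reading cannot be told apart from dependence on 1 replicate.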

How the results depend on the processing

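The results kept their direction under most alternatives, and the number of genes past the 2-fold threshold depended on the treatment of the threshold, the pseudocount and the scaling. No gene called in any of the 4 contrasts changed sign when a replicate was left out, and 2066 to 2142 of the 2202 calls after TCR stimulation were kept in the 6 fits that each left out 1 replicate. For the PI3K inhibitor 171 to 194 of 207 were kept, for the MEK inhibitor 344 to 370 of 385, and for the comparison of inhibitors 301 to 315 of 341. In these fits the number of called genes ranged from 2172 to 2268, 195 to 241, 377 to 440 and 330 to 368, and the shared genes from 80 to 99 (75 to 88 lower and 4 to 12 higher with both).

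A pseudocount of 1 gave 1405 genes after TCR stimulation (718 lower), 90 with the PI3K inhibitor (17 higher, 73 lower), 201 with the MEK inhibitor (29 higher, 172 lower), 150 between inhibitors (53 higher, 97 lower) and 47 shared genes (47 lower, 0 higher). All calls made at that pseudocount in the 4 contrasts had also been made with 0.1. A pseudocount of 0.01 gave 11 genes higher with both inhibitors. Among genes with a mean FPKM of at least 1, the PI3K inhibitor lowered 100 and the comparison of inhibitors gave 99 higher.

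Rescaling to a common FPKM sum gave 2330 genes lower after TCR stimulation, 150 higher with the PI3K inhibitor, 578 with the MEK inhibitor (366 higher) and 40 higher with both. This multiplies all genes of a sample by 1 factor before 0.1 is added, so that genes at low FPKM move less on the log2 scale, and no spike-in was used here to decide between scalings. Without a fold-change threshold there were 7559 genes after TCR stimulation (3707 higher, 3852 lower), 2818 with the PI3K inhibitor (1403 higher, 1415 lower), 4090 with the MEK inhibitor (2080 higher, 2010 lower), 3185 between inhibitors (1595 higher, 1590 lower) and 1486 shared (736 lower, 750 higher). The treat test gave 1174 (635 higher, 539 lower), 27 (3 higher, 24 lower), 106 (6 higher, 100 lower), 64 (18 higher, 46 lower) and 13 shared (13 lower, 0 higher).

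Voom on approximate reads was chosen after seeing the data. It gave 83 genes higher with the PI3K inhibitor and 10 higher with both, and left the other counts within 1.5 times the reported ones. Voom on whole reads recovered from the table was planned and not run, because the values did not resolve into whole reads.

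For the gene sets, a pseudocount of 1 changed the sign of the glycolysis means to 0.013, -0.0025 and -0.0137 (TCR, PI3K inhibitor, MEK inhibitor) and that of the FOXO1 targets after TCR stimulation to 0.0292. The filter at a mean FPKM of 1 gave 0.23 for the latter and -0.0087 for glycolysis with the MEK inhibitor. On the TPM scale the glycolysis means were -0.43, 0.19 and 0.26 and that of the FOXO1 targets after TCR stimulation -0.65, all past the threshold, while the ERK genes with the PI3K inhibitor were no longer past it at -0.11. After quantile normalisation glycolysis was at -0.20, 0.10 and 0.11, past the threshold. Across the fits that each left out 1 replicate the glycolysis means ranged from -0.0448 to 0.0084, -0.0152 to 0.038 and -0.0215 to 0.0317. The cause was not tested beyond the shift of all genes given in the report.

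The following single genes took the other sign or went to 0. On the TPM scale and after quantile normalisation Gzmb was at 0.13 and 0.32 with the PI3K inhibitor, 0.19 and 0.51 with the MEK inhibitor, and 0.0551 and 0.19 between inhibitors, and it was at -0.82 after TCR stimulation with quantile normalisation. Lag3 (0.11 and 0.0873), Pdcd1 (0.0447 and 0.0186) and Ccnd3 (0.18 and 0.0523) reversed with the PI3K inhibitor, and Pdcd1 (0.23 and 0.11) and Tnfrsf9 (0.0906 and 0.15) with the MEK inhibitor. Cd28 with the MEK inhibitor was at 0.0227 on the TPM scale, and between inhibitors Ifng was at 0.00 and Ccl4 at 0.10 after quantile normalisation. Across fits that left out 1 replicate, Icos after TCR stimulation ranged from -0.10 to 0.0416, Lag3 with the PI3K inhibitor from -0.17 to 0.0523, Ccnd3 with the PI3K inhibitor from -0.0972 to 0.0856, Pdcd1 with the MEK inhibitor from -0.0731 to 0.0203 and Ccnb2 between inhibitors from -0.0017 to 0.16. On the TPM scale the reversed genes moved by 0.18 with the PI3K inhibitor, 0.26 with the MEK inhibitor and 0.08 between inhibitors, which is the change in the FPKM sums. Quantile-normalised values follow the rank within each culture. Genes at the highest FPKM, such as Gzmb, Ifng and Ccl4, can therefore move when others pass them. The 0.00 of Ifng means equal rank, since its FPKM was 16617 with the MEK inhibitor and 20159 with the PI3K inhibitor. The cause was otherwise not tested for the other settings. Of the other results for single genes, 20 became stronger and 21 weaker, against 2133 that kept their direction and side of the threshold, and voom left 157 unchanged and made 1 stronger. With a pseudocount of 1 the TCR-induced genes lowered by the PI3K inhibitor went from 133 to 72 and those lowered by the MEK inhibitor from 233 to 152.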

Other observations

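The tests of other splits of the samples in this part were chosen only after the result was seen. The patterns themselves were noticed in the data and tested on the same data, so that each remains a hypothesis.

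Each contrast was compared with other splits of its 6 samples into groups of 3. Of the 4 splits that part every same-numbered pair, 1 gave as many genes past both thresholds as the real one in the contrast of TCR with unstimulated, namely the real split itself, and the same count of 1 held for the PI3K inhibitor against TCR, the MEK inhibitor against TCR and the MEK against the PI3K inhibitor. The other 6 of 10 splits put at least 1 same-numbered pair into a group together, and they gave fewer genes as well. With so few splits the share cannot fall under 0.25.

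The position of each culture on the line from unstimulated to TCR-stimulated cells was computed over 9899 genes as a percentage of the full response. TCR cultures that were left out of the line scored 98.73 ± 2.7% (lowest 96.04%), cultures with the PI3K inhibitor 80.51 ± 0.65% and cultures with the MEK inhibitor 73.67 ± 1.59%. The exact permutation p (two-sided) was 0.1 in each of 3 comparisons, before and after adjustment, which is the smallest that 3 against 3 allows. Every inhibitor culture scored below every left-out TCR culture. The highest score of an inhibitor culture was 82.1% on the TPM scale or after quantile normalisation, 84.7% without the genes called for that inhibitor, and 82.6% in the shorter or the longer genes taken alone. Scaling, the called genes alone and gene length therefore leave the shift in place. A share of cells that did not respond at all would leave every induced gene with 1 common share of its rise. Over 96 strongly induced genes (log2 rise above 3, FPKM of at least 10) the median share kept was 59.8% with the PI3K inhibitor and 36.2% with the MEK inhibitor. Computed for single cultures and averaged over them, the interquartile range of the share across genes was 35.9 and 30.1 percentage points, against 14.9 for a TCR culture set against the other TCR cultures, and the smaller ratio to the latter was 2.02. A partial, gene-dependent dampening of the TCR response by each inhibitor is a candidate explanation that remains.

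Iigp1, which was among the largest falls after TCR stimulation and the largest rises with the PI3K inhibitor, belongs to a family induced by interferons, and a list of 52 interferon-induced genes was therefore tested, 48 of which were in the table. After TCR stimulation the list changed by a mean of -1.11 in log2 units, with 30 genes called lower and 3 higher (mroast adjusted p = 3e-04, from a p of 1e-04, the smallest that the rotations can give). On the TPM scale, which moved it most, the mean was -1.52. Among 10000 random lists matched on mean FPKM the lowest median change was -0.39, against -1.24 for the list. The 29 genes left without the Igtp, Irgm, Tgtp, Gbp, Ifit, Oas and Mx symbols changed by -0.90, and the 28 left without Ifi47, another GTPase, by -0.86, so reads shared within those families do not account for the whole fall. Ifng mRNA itself rose 409-fold. The mRNA for the interferon gamma receptor fell, Ifngr2 from 3.85 ± 0.474 to 0.56 ± 0.243 FPKM (log2 fold change -2.64) and Ifngr1 from 195 ± 6.45 to 50.1 ± 1.24 FPKM (-1.96), as did Irf1 (-2.12), whereas Jak2 rose (2.25). Less receptor mRNA may therefore contribute to the fall, but receptor protein and interferon signalling were not analysed here, and Irf1 is itself interferon-induced. With the PI3K inhibitor the list changed by 0.14 (adjusted p = 0.0472, 30 of 48 genes higher), a small rise whose adjusted p ranged from 7e-04 with the replicate block to 0.0512 after quantile normalisation. Its largest rises were in the families left out above, in Gbp2 (1.10), Tgtp2 (0.98), Tgtp1 (0.88) and Gbp7 (0.86), followed by Ifi47 (0.82). Outside them Samhd1 rose (0.64), whereas Ifih1 (-0.69), Isg20 (-0.66) and Socs1 (-0.63) fell. With the MEK inhibitor the list changed by 0.29 (adjusted p = 0.00435, 41 of 48 genes higher). The families were not left out for either inhibitor, so reads shared within them may carry the rise with the PI3K inhibitor.

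A few genes took a large part of the FPKM sum. The 10 genes whose FPKM rose most held 2.1 ± 0.13% of the sum in unstimulated cells, 16.7 ± 0.29% after TCR stimulation, 12.1 ± 0.19% with the PI3K inhibitor and 9.3 ± 0.67% with the MEK inhibitor. Leaving them out of the sum moved the median change after TCR stimulation on the TPM scale from -0.42 to -0.1884. The genes were chosen by their rise, so leaving them out moves the median towards 0 by construction. The shift that stayed is not accounted for by these 10 genes, and its cause was not tested.

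The similarity of the inhibitor effects was tested for the TCR samples that they share. The correlation across 9899 genes was 0.562 on average for single replicates with a shared TCR replicate and 0.431 with separate ones, so shared samples raise it without accounting for it. For 12 ERK genes induced by TCR, the MEK inhibitor turned back 44.1% of the rise. Random lists of equally induced genes gave a median of 27.3% and a middle 95% of 11.9% to 45.3%, so the general reversal of induced genes may account for this value. The value lay near the upper end of that range, at percentile 96.84 of the random lists, so a further reversal of these genes is not excluded. The PI3K inhibitor turned back 14.7% of the rise of the 12 genes, at percentile 13.97, where random lists gave 20.8% (10.2% to 32.3%).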
